A study of archaeon with 2 samples. Its data were reported in "Unusual cell surfaces, pili, and archaella of Thermoplasmatales archaea" (2025).

How the data were processed

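*Oxyplasma meridianum* M1 was sampled by the authors in mid-log (day 3) and early stationary phase (day 5), RNA was extracted with a column kit, and messenger RNA was sequenced as paired Illumina reads by a service company that also ran the bioinformatics. Bowtie2 is named in the submitters' processing notes. Its version, the counting tool and the strand setting were not given in the sources used here. The study cites a GenBank genome of strain M1, without saying that the reads were aligned to it, and no genome was used here.

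The deposited signal values are read counts per feature divided by 1 factor per column. All values (100%) were whole multiples of the smallest value above 0 in their column, within 0.001 of a step, and the factors equalled median-of-ratios factors recomputed here from the steps over all features. The values are not divided by gene length. Totals were 12338630, 10468693 and 12004738 steps in the mid-log columns and 13761291, 12985751 and 9876436 in the early stationary columns. Intervals and p-values cover the spread between columns. Each column was mapped to its sample through the file that holds it.

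Groups were taken from the sample titles, with 1 labelled sample and 3 columns per phase. The design fixed before the data were examined allowed for several columns in a sample's file, and for values that are not raw counts it named limma on a log scale, with the columns treated as repeat measurements. Features with a sum of at least 50 normalized counts over 6 columns were tested (1654 features). A linear model with a variance trend was fitted to log2(value + 1) with limma 3.58.1 in R 4.3.3. The contrast was early stationary minus mid-log, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low features. Thresholds of 2-fold and 4-fold were applied to called features. Gene sets were tested with camera and fry in limma, and against 10000 random lists drawn from the 100 features nearest in mean level to each member. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

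The archaellum operon was placed by searching every run of 8 consecutive loci for the order of levels that the study describes in words, read in the direction in which its tags number arlJ to arlB. The criteria were set after the values had been seen. They required arlB to be highest, arlD to lie within 2-fold of arlB, and arlC and arlD to exceed each of arlF to arlJ by a least ratio in both phases. The study also describes arlF to arlJ as similar in level, which was not required. A least ratio of 4 was tried first, and none of the 1694 windows met it. At a ratio of 2, which was used, 1 window fitted, and at a ratio of 1, 3 windows fitted. When the reverse direction was allowed as well, 2 windows fitted at a ratio of 2. A version with separate ratios for arlC and arlD was dropped because it had been fitted to the values. The study's picture of the operon had been seen before the search, so the search was not blind. Its locus labels favour the placement by levels over the numbers in the study's text. The window with the same numbers as the study's tags fitted at none of these ratios. The rule fixed before the data were examined named those tags, and that window is given as an alternative.

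The rule for naming loci was fixed before the data were examined. It took the 8 archaellum genes, by annotated product or else by the tags in the study's text. It also took the 10 largest changes in each direction among called features, the 10 most abundant features per phase and members of gene lists. As the files do not pair loci with names, 2 rising and 2 falling loci outside the archaellum region are printed, besides 1 uncalled locus chosen after its values were seen. The 35 lists fixed on product names were not applied for the same reason.

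The test was tried on simulated counts for the real features, of which 200 were changed by known folds. Among the 1654 features tested, it recovered 48% of the 1.2-fold changes, 86% of the 1.5-fold, 94% of the 2-fold and 100% of the 4-fold changes for early stationary against mid-log, and 4.09% of its calls were on unchanged features. The simulated changes were balanced up and down, features were drawn independently, and the scaling factors were known. In the data 1286 features were called, so these rates may not carry over. Alternatives were other scalings, pseudocounts and floors, thinning to the lowest total, a replicate block, leaving out each column in turn, and some chosen after seeing the data.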

Results

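The data were messenger RNA sequencing profiles of *Oxyplasma meridianum* M1, an archaeon of the order Thermoplasmatales that grows in strongly acidic medium. Cells were taken in mid-log phase (day 3) and in early stationary phase (day 5). The labels give 1 sample per phase, and the file of each sample holds 3 value columns, which are treated as repeat measurements. The study describes cultures grown in triplicate, but the labels do not say that the columns are those cultures. Errors and p-values therefore measure the spread between columns, and there are no replicate labelled samples within a phase. The values are read counts that the authors had normalized, and the whole steps they contain sum to between 9876436 and 13761291 per column.

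The files list 1753 features, of which 1722 are OXI_ME loci, 26 are small RNAs and 5 are in a series that the files mark as new transcripts. The 23 OXI_ME loci and 8 small RNAs listed at 0 in every column were not tested. Columns of the same phase had Pearson correlations between 0.994 and 0.997 across features on the log2 scale, and columns of different phases between 0.939 and 0.95. Features are not independent replicates, so these correlations only describe how far the profiles lay apart. Columns of the same phase differed by more than counting noise. The chi-square statistic, averaged over features, lay between 42.4 and 95.6, where counting noise alone gives about 1. Abundant features weigh most in this mean, such as OXI_ME_0099 with 200389 and 69564 normalized counts in mid-log columns 1 and 2. The mean therefore does not give the spread of a typical feature. That test covers counting error only, and it does not tell separate cultures from separate library preparations.

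The first comparison asked whether the genes of the archaellum, the rotating filament that archaea swim with, were transcribed in both phases and whether their level changed. The files do not pair loci with gene names, and the numbers in the study's tags have another format than those in the files. The operon was therefore looked at in 2 ways, as the 8 loci with the same numbers as the tags (OXI_ME_0405 to OXI_ME_0412) and as 8 loci placed by their levels (OXI_ME_0407 to OXI_ME_0414). The 6 loci that belong to both, OXI_ME_0407 to OXI_ME_0412, were read in every column and all 6 rose in early stationary phase on the deposited scale, by 1.32-fold to 2.34-fold (limma, Benjamini-Hochberg adjusted), while 5 of the 6 rose when columns were scaled to their totals, where OXI_ME_0411 had a log2 change of -0.11. Among them OXI_ME_0408 went from 12233 ± 573 to 28646 ± 1694 normalized counts (SD, n = 3 columns per phase), a log2 change of 1.23 with a standard error of 0.06 and a limma adjusted p of 9.62e-09. OXI_ME_0411 rose least, from 2719 ± 77.6 to 3601 ± 164 normalized counts, a log2 change of 0.40 with a standard error of 0.05.

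The 2 placements differ at their ends, and the levels speak against the placement by number. It puts arlD at OXI_ME_0410, with 3233 normalized counts in mid-log, and arlB at OXI_ME_0412, with 265318, whereas the study describes arlD as comparable with arlB. The locus labels in the study's picture of the operon also favour the placement by levels. On the other side, the study's text gives the filament subunit the number of OXI_ME_0412, identified from its cryoEM map, sequence length and glycosylation sites. The placement by levels holds only if the files number these loci differently from the study's text, which was not checked. OXI_ME_0413 and OXI_ME_0414, which belong only to that placement, rose by 1.68-fold and 1.69-fold. OXI_ME_0405 and OXI_ME_0406, which belong only to the placement by number, fell, with log2 changes of -0.44 and -0.63. The median log2 change was 0.95 in either placement, because both middle values lie in the shared loci. In the placement by levels all 8 loci passed the limma threshold over all features, and 8 passed when adjusted over the list alone.

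**Figure D1:**
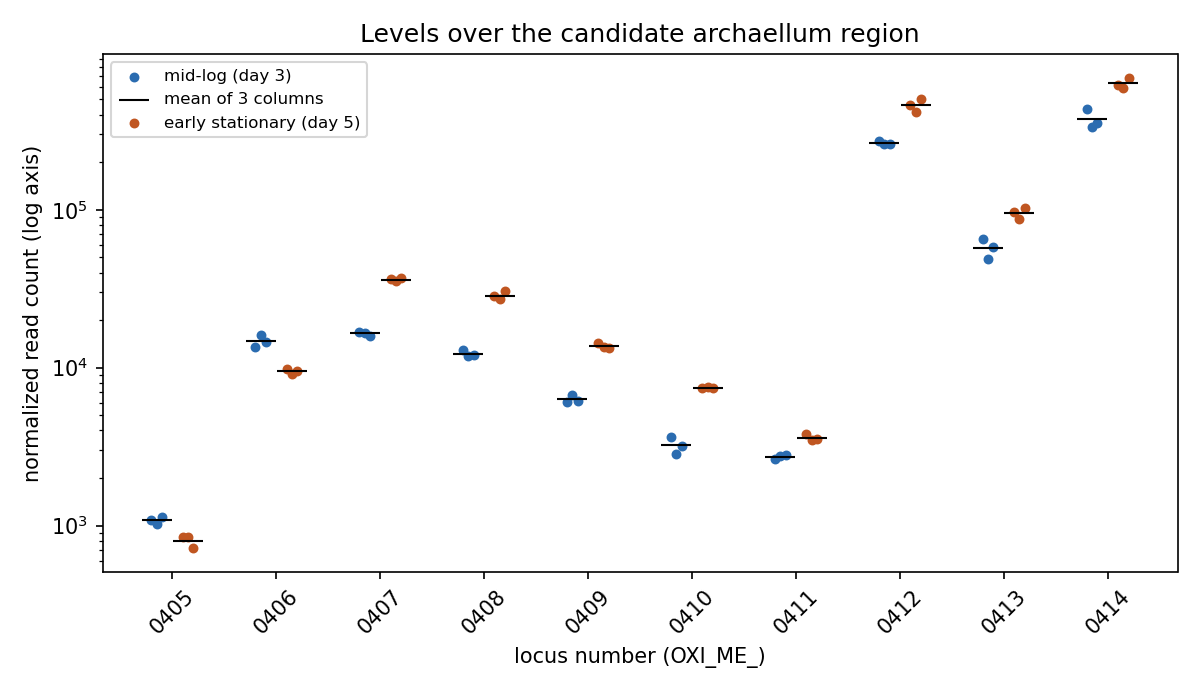
Normalized read counts (log axis) of 10 consecutive loci in the 3 columns of mid-log (day 3) and the 3 columns of early stationary phase (day 5), with a dash at each mean. The 6 loci shared by both placements of the archaellum operon lie higher in early stationary phase on the deposited scale (OXI_ME_0411 has a negative log2 change of -0.11 when columns are scaled to their totals), and OXI_ME_0405 and OXI_ME_0406 lie lower.

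A set test with a preset correlation of 0.01 between genes put the 8 loci placed by levels above the other features (camera p = 0.00127), but with a correlation estimated from the columns, 0.20, it did not (camera p = 0.0986). The directional test of the set alone gave a limma fry p of 1.66e-05. Abundant features rose more than others in general, and the operon's median stood above 94.0% of 10000 random lists matched on mean expression, whose own median was 0.48. Those lists drew features singly, whereas adjacent loci changed together, so their medians spread less than those of neighbouring loci would. Among 1250 windows of 8 consecutive loci, 29 (2.32%) had a median as high. These windows overlap, include the operon's own and are not matched on mean expression. Scaling each column to its total moved the median log2 change of all features from 0.00 to -0.52. Under that scaling the operon's median was 0.44, which is 0.96 above the median of all features on either scale, OXI_ME_0411 changed sign (log2 change -0.11, limma adjusted p = 0.0713), and OXI_ME_0414 no longer passed the threshold (log2 change 0.23, limma adjusted p = 0.114).

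The second comparison concerned the order of levels within the operon. Since the placement by levels was chosen from that order, the order is a description and not an independent result, and the values are not divided by gene length. OXI_ME_0414, placed at the archaellin gene arlB, was the most abundant OXI_ME locus in both phases, with 3.80% ± 0.50 of all normalized counts in mid-log and 4.46% ± 0.34 in early stationary phase (SD, n = 3 columns). OXI_ME_0412, placed at arlD, had 0.713 ± 0.079 times the level of OXI_ME_0414 in mid-log and 0.727 ± 0.019 times in early stationary phase. OXI_ME_0413, placed at arlC, had 0.153 ± 0.009 and 0.152 ± 0.005 times that level. The 5 loci placed at arlF to arlJ spanned 6.06-fold ± 0.31 in mid-log and 10.03-fold ± 0.43 in early stationary phase. The study describes these 5 genes as similar in level, so the window departs from its description there. Together the 8 loci took 7.49% ± 0.62 of the normalized counts in mid-log and 9.01% ± 0.66 in early stationary phase.

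Across the transcriptome, 1286 of the 1654 tested features passed the limma threshold, 649 of them higher and 637 lower in early stationary phase. At more than 2-fold, 193 were higher and 121 lower, and at more than 4-fold, 23 were higher and 10 lower. Scaled to totals, 51 were higher and 413 lower at more than 2-fold, and 14 higher and 31 lower at more than 4-fold. The balance rests on the authors' scaling. The share of calls that were higher was 50.5% on the deposited scale and 21.9% when columns were scaled to their totals, where 304 features were higher and 1087 lower.

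The largest rises and falls came from loci with consecutive numbers. OXI_ME_1710 went from 1983 ± 380 to 62527 ± 1686 normalized counts (SD, n = 3 columns per phase), a log2 change of 5.00 with a standard error of 0.11 (limma adjusted p = 3.53e-11). Its neighbour OXI_ME_1711 rose by 4.95 on the log2 scale, and these were among 4 consecutive loci with the 4 largest rises, of at least 4.31 each. OXI_ME_0518 fell from 14057 ± 1130 to 275 ± 17.7 normalized counts, a log2 change of -5.67 with a standard error of 0.07 (limma adjusted p = 5.51e-13), and its neighbour OXI_ME_0519 had a log2 change of -4.44. The next 3 loci in the order of falls were also consecutive, with log2 changes from -3.38 to -4.26. The files give no products for these loci.

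**Figure D2:**
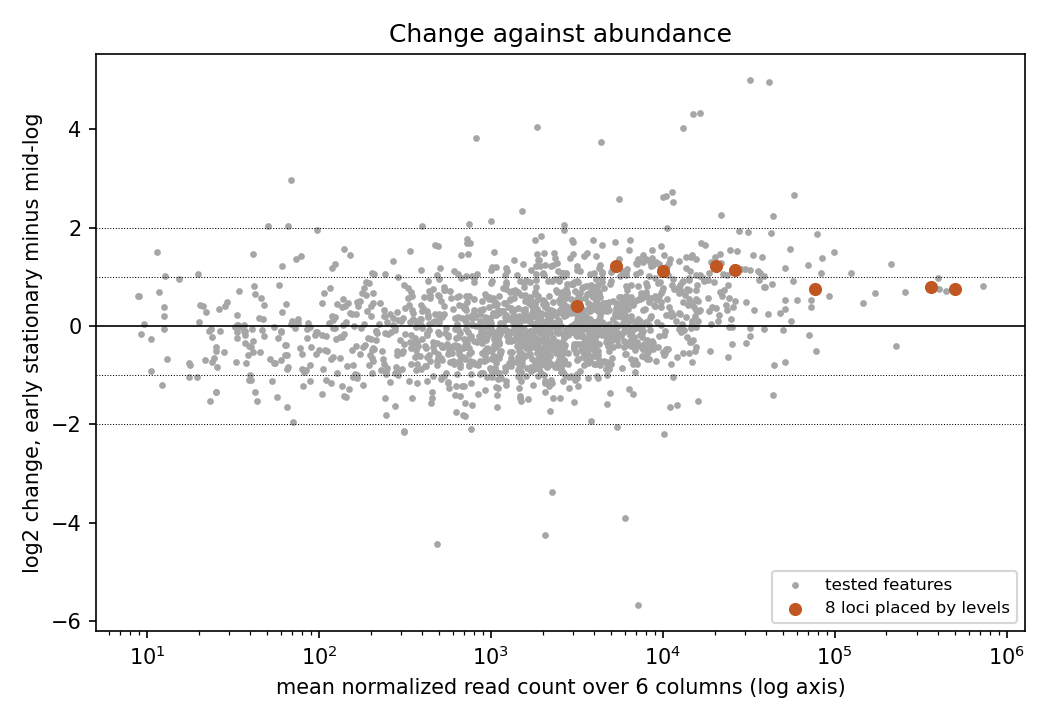
Log2 change (early stationary minus mid-log, deposited scale) of each tested feature against its mean normalized count over 6 columns (log axis), with dotted lines at 2-fold and 4-fold. Filled larger points are the 8 loci of the archaellum operon placed by levels, all above 0 on this scale (OXI_ME_0411 is at -0.11 when columns are scaled to their totals).

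The most abundant feature in both phases was 1 of the 5 that the files mark as new transcripts, with 5.30% ± 0.81 of the normalized counts in mid-log and 6.61% ± 1.70 in early stationary phase (SD, n = 3 columns). These 5 together took 7.32% ± 1.45 and 8.80% ± 2.02. The most abundant OXI_ME loci were largely shared between phases. The 10 most abundant OXI_ME loci held 22.6% ± 1.26 of the normalized counts in mid-log and 25.8% ± 0.65 in early stationary phase (SD, n = 3 columns), and 9 loci stood in both lists. Of the 11 loci in either list, 9 rose and 2 fell by the limma test on the deposited scale, while 5 rose and 2 fell when columns were scaled to their totals. These include 2 of the loci placed in the archaellum operon. Small RNAs took 1.53% ± 0.14 of the counts in mid-log and 1.61% ± 0.18 in early stationary phase. Of the 14 small RNAs tested, 11 rose and 2 fell on the deposited scale, while 3 rose and 2 fell when columns were scaled to their totals.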

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

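The trimmed mean of log ratios, the fit with no variance trend, the restriction to OXI_ME loci and the operon placed by number were chosen after seeing the data. The operon's median log2 change kept its direction and its side of the threshold of fry, which tests the set against no change, in every alternative run. Against other features, camera's call was lost with an estimated correlation (limma camera p = 0.0986). The median had 0.44 after scaling to totals as its lowest value and 0.99 without early stationary column 2 as its highest. Scaling to totals moved the counts most. Scaled to totals, 51 features were over 2-fold higher, 413 over 2-fold lower, 14 over 4-fold higher and 31 over 4-fold lower. Scaled to totals without the 10 most abundant features of either phase and all small RNA and new-transcript features, the counts were 69, 340, 14 and 25, and the cause in both is that these factors shift every log2 change by a constant, here by -0.52 and -0.43 in the median. In these scalings OXI_ME_0411 had log2 changes of -0.11 and -0.025. The share of the 10 most abundant loci was 24.8% in mid-log and 28.8% in early stationary phase over OXI_ME loci alone, and 28.3% and 32.7% with all features ranked, because fewer or more features were counted. Of 216 values for 12 named loci in 18 alternatives, 213 kept their direction and their side of the threshold. Among the rest, 2 reversed and 1 weakened, all in the scalings to totals. The log2 changes could not move under other floors, no variance trend, OXI_ME loci alone, the replicate block or recomputed median-of-ratios scaling. The rising and falling loci among the 12 had been picked as the largest changes, so the tally overstates stability. No shared deviation of columns with the same number was seen, as these correlated at -0.14, -0.16 and -0.01. Such values cannot tell whether columns with the same number come from the same culture. With the number as a replicate block 1253 features passed the threshold, 1245 of them also without it, and the operon's median was 0.95 (limma fry). Median-of-ratios scaling recomputed here is identical to the deposited scale and tests nothing. Deposited TPM or FPKM values, length-based alternatives, count models and alternatives for gene lists were not run.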

Other observations

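The tests of counts without the most abundant features, of shuffled locus order, of runs scaled to totals and of the small RNAs were chosen only after the result was seen. Loci that changed more than 2-fold often stood next to one another. There were 18 runs of at least 3 consecutive loci over 2-fold in 1 direction, 14 higher and 4 lower in early stationary phase on the deposited scale, against a mean of 2.44 and at most 8 in 1000 shuffles of the order. The longest higher run held 8 loci with a median log2 change of 1.33, and the longest lower run held 8 loci with a median of -1.58. A stretch of 4 consecutive loci of the archaellum region formed 1 of the higher runs. Scaling columns to their totals shifts every log2 change down, so the counts at a fixed 2-fold threshold became 1 higher and 40 lower run, with 0 loci of the archaellum region. These 41 runs compare with a mean of 17.4 and at most 31 in shuffles.

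Neighbouring loci changed together. The log2 changes of adjacent loci correlated at 0.37 across 1567 pairs, above the highest of 1000 shuffles (0.07), and at 0.21, 0.10 and -0.02 at distances of 2, 3 and 10 loci. Reads spilling over from a more abundant neighbour are argued against by pairs with levels within 2-fold, where the correlation was 0.51. A change that depends on abundance is argued against too, since the correlation was 0.36 after the trend over abundance was subtracted. Shared transcription units remain a candidate explanation, as a hypothesis, because the files give no strand or position.

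Column totals on the deposited scale were 9875067 ± 169293 normalized counts in mid-log and 14148528 ± 284644 in early stationary phase (SD, n = 3 columns), a ratio of 1.43. A few features taking most of the counts is argued against as the whole cause, since the ratio was 1.35 without the 10 most abundant. The 166 most abundant features had a median log2 change 0.67 above that of all features (bootstrap interval 0.50 to 0.76), which may account for the totals but restates them in part, because the authors' factors hold the median change near 0. Whether total RNA per cell changed was not tested, and the growth phase stays open as an explanation.

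Small RNAs and the features marked as new transcripts varied more between columns of 1 phase than OXI_ME loci of like abundance. Their median SD on the log2 scale was 0.32 against 0.08, and all 13 with a mean of at least 100 exceeded their matched loci. Counting noise is argued against by those matched loci, which share it, and the spread was 6.88 times what counting gives. Their deviations correlated with one another at 0.34 in the mean, above 99.9% of matched sets of loci, which is consistent with a library preparation factor shared by these RNA classes. No biological explanation was tested.

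The 314 features over 2-fold in either direction were compared with other splits of the 6 columns into 3 and 3. Only 1 of the 10 splits, the real one, gave as many, and the highest of the others gave 0. The splits are too few for a share under 0.05.

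OXI_ME_0185, chosen after its values were seen, had 407 normalized counts in early stationary column 2 and between 0.80 and 2.10 in the other columns, and it was not called (limma adjusted p = 0.110).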
